A study of Schizosaccharomyces pombe with 8 samples. Its data were reported in "Polymerase pausing induced by sequence-specific RNA-binding protein drives heterochromatin assembly" (2018).

How the data were processed

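Poly(A)-selected RNA from fission yeast was sequenced in 8 libraries, 2 in each of the groups labelled WT, seb1-1, epe1KO and epe1KO_tfs1DN. The study describes directional libraries from cultures grown in a rich medium, aligned with TopHat. Per the labels, the authors used the genome build ASM294v2. The labels do not say whether the 2 libraries of a group come from separate cultures, so the p-values of single genes measure the spread between these libraries. The p-values of gene lists, overlaps and runs of adjacent genes are taken across genes and do not measure that spread. The intervals of correlations and trends come from resampling genes and do not measure that spread either. The counting tool, its strand setting and the program versions are not given in the sources used here; 4594 listed genes overlap an annotated transcript on the opposite strand, 21 and 22 of the called genes among them.

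The values analysed are 2 result tables, each made by the authors with DESeq2 from the 4 libraries of a pair of groups. In each table the authors deposited a mean count per gene, averaged over the pair's 4 libraries after scaling by size factors. The authors also deposited a log2 fold change with its standard error (SE), and a Wald score, which equals the fold change divided by its SE. The last columns that the authors deposited hold the Wald p-value and the p-value adjusted by the Benjamini-Hochberg method over the genes that passed their filter on low counts. The deposited log2 fold changes are moderated, that is, pulled towards 0 by a prior. The tables hold no value per library, so the depth of each library is unknown. The listed means sum to 22456953 normalized counts in the WT and seb1-1 pair and to 15644260 in the other pair, and the tables were normalized separately. A positive fold change was read as higher in seb1-1, and as higher in the libraries labelled epe1KO_tfs1DN. The name of the second table puts epe1KO first, so its direction was taken from the study's supplementary sheet that holds the same values. The study states that cta3 and its8 fell, so their sign is not an independent reading.

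Each table lists 5129 genes. Of these IDs, 5114 were matched to symbols in the reference annotation of assembly ASM294v3. They are 5109 protein-coding genes, 4 pseudogenes and 1 non-coding RNA gene. The 15 unmatched IDs include 11 mitochondrial genes. The labels and the reference name different assemblies, so the reference was used only for symbols, transcript lengths, the order of genes and membership of lists. Neighbouring genes are genes adjacent to each other among the listed genes placed on chromosomes I, II and III. A p-value is given for 5071 genes in the WT and seb1-1 pair and for 5082 in the other pair. An adjusted p is given for 4972 and 4983 genes.

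The groups, tests, alternatives, rule for named genes and gene lists, except the hexose list, were chosen before the data were examined. A gene rose or fell if the authors' adjusted p was below 0.01, whatever its fold. It was called if its absolute log2 fold change was also above 1, which is 2-fold; these are the thresholds of the study. Intervals are 95% intervals, the fold change plus or minus 1.96 SE. The targeted genes, cta3 and its8 with all genes within 5 kb of either, and the factors of heterochromatin and RNA interference (RNAi) were read from the same tests.

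Gene lists were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the Wald scores, 2-sided, with a preset correlation between genes of 0.01. The Benjamini-Hochberg adjustment covered 52 tests, 26 lists in 2 comparisons, and a list was called at an adjusted p below 0.05. The correlation between genes could not be estimated without values per library. Of 27 lists, 1 has fewer than 3 listed members and was only described. The lists are heterochromatin silencing, RNAi, anti-silencing, RNA elimination, transcription elongation, cleavage with polyadenylation and termination, RNAPII subunits, hexose transport and glucose repression, phosphate acquisition, thiamine, iron and copper uptake, environmental stress, heat shock chaperones, ribosomal proteins, ribosome biogenesis, meiotic transcripts removed by Mmi1, mug and meu genes, mating and nitrogen starvation, Tf2 retrotransposons, subtelomeres, pericentromere flanks, MBF cell cycle genes, cell separation, histones, respiration, flocculation and non-coding RNA genes. The hexose list was written after the fall of ght5 had been seen in the study's supplement, which holds the same values as the deposited tables. The subtelomere list holds genes within 100 kb of an end of chromosome I or II. The pericentromere list holds genes within 50 kb of a centromere, with centromere positions of ASM294v2 applied to ASM294v3 without conversion, so genes at its edges are approximate.

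Named genes were, in each comparison, the 12 called genes with the highest and the 12 with the lowest log2 fold change, or all where fewer. Also named were at most 4 members of each list that rose or fell, by the size of the Wald score, and the silencing and RNAi member with the largest absolute fold change. The genes seb1, epe1, tfs1, clr4, cta3, its8 and those within 5 kb of cta3 or its8 were named whatever their values. This rule gave 36 and 69 genes, of which a part is given and the others are summarised. Genes outside the rule were chosen after their values were seen and are marked so at least once. Of the called genes, plb1, imt2, SPAPB24D3.07c, ecl3 and SPAC977.05c lie outside it, as does SPAC977.15, a member of a run.

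The comparisons were related by Pearson's r and Spearman's rho across genes with 1000 bootstrap resamples of genes, and by hypergeometric tests of the overlap, adjusted over 8 tests. Runs of 3 or more adjacent genes that all rose or all fell were counted against 1000 random reassignments of values to positions, with p-values adjusted over the 4 combinations of comparison and direction. Trends with transcript length and mean count used Spearman's rho with 200 bootstrap resamples. Copies of a gene were sought with BLAST+ 2.17.0 at 95% identity over at least 50% of its length. The other steps used Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

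Alternatives were adjusted p thresholds of 0.05 and 0.1, unadjusted p, no fold threshold, a 1.5-fold threshold and a Wald test against a log2 fold change of 1. Further ones were an adjustment over every gene with a p-value, an empirical null that centres the Wald scores on their median and scales them by their median absolute deviation, recentring on the median gene, and minimum means of 10 and 100. Lists were also tested with correlations of 0 and 0.05, with ranks, with log2 fold changes and with a minimum mean of 100. After the data had been seen, an approximate removal of the moderation and list tests without ribosomal protein genes in the background and without ght5 were added. The prior was read from the largest SE in each table. For genes with a mean of at least 100, the moderated value kept a median of 80.7% of the unmoderated log2 fold change in the WT and seb1-1 pair and 87.1% in the other.

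Scripts were tested on simulated data. With the WT and seb1-1 pair simulated for 4952 genes, 0%, 16%, 50% and 88% of genes with true log2 fold changes of 0.5, 1, 1.5 and 2 were called. For the other pair, simulated for 4978 genes, 18%, 90%, 100% and 96% passed the adjusted p, and 0%, 24%, 100% and 96% were called. Of the genes left unchanged, 0 and 3 passed the adjusted p at any fold. The simulated errors were independent and normal, with the SE of each pair after removal of the moderation. The simulated Wald scores had a scaled median absolute deviation of 1.06 and 1.07, against 1.01 and 1.48 in the deposited values. The second simulation therefore need not give the rate of false passes in its pair. A block of adjacent genes planted in each simulation was found, with a fall planted deeper than that of any run observed.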

Results

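RNA from fission yeast, Schizosaccharomyces pombe, was compared in 2 pairs of groups with 2 libraries each. Seb1 is an RNA-binding protein that travels with RNA polymerase II (RNAPII) and acts in 3′ end processing and termination, and seb1-1 is a mutant allele of its gene. Epe1 counteracts heterochromatin, and tfs1DN encodes a dominant-negative form of the elongation factor TFIIS, which rescues backtracked RNAPII. The groups labelled seb1-1 and WT form the first comparison, called the seb1-1 comparison here. Those labelled epe1KO_tfs1DN and epe1KO form the second, the tfs1DN comparison. Depth per library is unknown, because the tables hold means over 4 libraries, which sum to 22456953 and 15644260 normalized counts. The median SE of the moderated log2 fold change was 0.304 in the seb1-1 comparison and 0.142 in the tfs1DN comparison. The smallest absolute log2 fold change that reached an adjusted p below 0.01 was 1.24 in the former and 0.44 in the latter.

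The targeted genes were read first. For epe1 (SPCC622.16c), the authors' deposited table lists a mean of 706 normalized counts over the libraries labelled epe1KO and epe1KO_tfs1DN. That is percentile 37.1 of the listed genes. In the WT and seb1-1 pair, where the labels name no epe1 mutation, the mean of epe1 in the authors' deposited table was 712, at percentile 43.0. Between the libraries labelled epe1KO_tfs1DN and epe1KO, the log2 fold change of epe1 was -0.06 in the authors' deposited table, with an interval of -0.36 to 0.23. These counts go against the labels as far as a full deletion is meant, and directions below are between libraries so labelled. The extent of the deleted part is not given in the sources used here, and reads from a part left in place would be counted for epe1. The marker gene ura4, chosen after its values were seen, had a mean of 7.98 in the epe1KO pair and 2022 in the WT pair in the authors' deposited table. A gain of tfs1 reads from the added tfs1DN copy was not past the threshold, with a log2 fold change of 0.22 (interval -0.03 to 0.47) and an adjusted p of 0.328 in the authors' deposited table. In the simulation of this pair 18% of log2 fold changes of 0.5 passed the adjusted p, so a gain this small could be missed. The study reported that a minor share of tfs1 transcripts came from this allele with thiamine. The missed threshold therefore does not speak against expression of tfs1DN. The seb1-1 allele left the level of seb1 mRNA without a detectable difference in the authors' deposited table (log2 fold change -0.19, interval -0.85 to 0.46).

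The first question was which transcripts differ in seb1-1. The largest falls were of aif1 (SPAC26F1.14c), related to apoptosis-inducing factors, sib2 (SPAC23G3.03), which acts in the synthesis of the siderophore ferrichrome, and ght5 (SPCC1235.14), a high-affinity glucose transporter. Their log2 fold changes in the authors' deposited table were -2.28 (SE 0.35, adjusted p 1.49e-07), -2.15 (SE 0.31, adjusted p 6.02e-09) and -2.13 (SE 0.30, adjusted p 6.02e-09). By the authors' deposited table, the pyruvate decarboxylase gene pdc201 fell by 1.71 on the log2 scale, the alpha-glucosidase gene agl1 by 1.62, the amino acid permease gene per1 by 1.49, and mei2, which encodes an RNA-binding inducer of meiosis, by 1.34. The highest rises were of SPAC343.20 at 1.91 and SPAPB18E9.04c at 1.86 in the authors' deposited table. Among genes that act in the nucleolus, mis3 and nop16 rose, with log2 fold changes of 1.44 and 1.30 in the authors' deposited table.

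In total 24 of 4972 genes were called, 9 that rose and 15 that fell. No gene rose or fell by less than 2-fold at an adjusted p below 0.01. The other called genes that fell run from cao2 at -1.79 to plb1, a phospholipase B gene, at -1.24 in the authors' deposited table. At an unadjusted p below 0.05 there were 471 genes. The count was 59 at an adjusted p below 0.05, and it was 0 in a Wald test against a log2 fold change of 1. All folds are moderated, so they are smaller than ratios of counts.

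**Figure D1:**
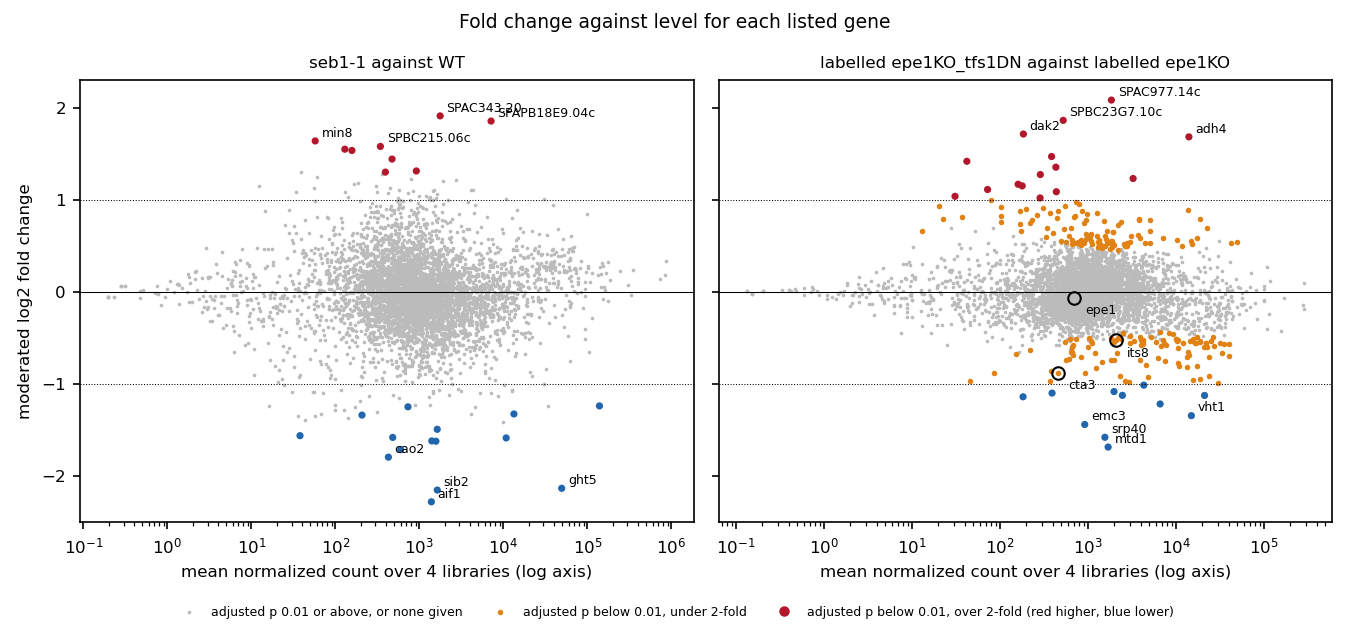
Moderated log2 fold change of each listed gene against its mean normalized count (log axis) in both comparisons, with each point 1 gene and called genes coloured. In the seb1-1 comparison 9 called genes lie above 0 and 15 below, and in the comparison of libraries labelled epe1KO_tfs1DN and epe1KO 15 lie above and 11 below.

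Growth and nutrient genes moved as groups in seb1-1. Ribosome biogenesis genes rose as a list (median log2 fold change 0.61, adjusted p 5.17e-22). Of its 67 members 1 rose, nop16, and 32 had an unadjusted p below 0.05; adjusted over the list alone 5 passed, the others being mak16, ebp2, nop2 and rrp14. Ribosomal protein genes rose as a list (median 0.28, adjusted p 1.08e-10), although 0 of 131 members passed the DESeq2 test, 0 adjusted over the list alone, and 5 had an unadjusted p below 0.05. The phosphate acquisition genes rose as a list of 5 (median 0.41, adjusted p 0.00545). No member passed over all genes and 2 had an unadjusted p below 0.05 in the DESeq2 test, while 1 passed adjusted over the list alone. That member, tgp1, a transporter of glycerophosphodiesters, had a log2 fold change of 1.00 and an adjusted p of 0.0745 over all genes in the authors' deposited table. The 1 listed non-coding RNA gene, prt2, which lies beside the phosphate transporter gene pho84, was at 1.08 with an adjusted p of 0.0475 in the authors' deposited table. Its list of 1 was described and not tested.

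Falls were called for the lists of hexose transport, stress and mating. Hexose transport and glucose repression fell (median -0.54, adjusted p 3.55e-08). Of 15 members 2 fell, ght5 and agl1, and 13 did not pass; adjusted over the list alone 4 passed, with ght4 and scr1. The list was written with the fall of ght5 known, so neither ght5 nor the p of the full list is independent evidence. Without ght5, a test added after the data had been seen, the other 14 members had a median of -0.52 and the list an adjusted p of 2.21e-05. The other members were chosen with the fall of ght5 known too, so that p is not independent evidence either. Environmental stress genes fell as a list (median -0.63, adjusted p 1.83e-06). None of its 17 members passed the DESeq2 test over all genes and 5 had an unadjusted p below 0.05, while 2 passed adjusted over the list alone, zym1, a metallothionein gene, and rds1. Mating and nitrogen starvation genes fell as a list (median -0.44, adjusted p 4.17e-05), with per1 and mei2 of 25 members past the threshold over all genes and, adjusted over the list alone, the same count of 2. The genes named here through the adjustment within their list, and prt2, were chosen after their values were seen.

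Another 20 lists were not called in seb1-1, at adjusted p from 0.0949 for cell separation to 0.973, and 18 of them had no member past the threshold over all genes in the DESeq2 test. The exceptions were iron and copper uptake, where sib2 of 14 members fell (adjusted p of the list 0.451), and the pericentromere flanks, where per1 of 134 fell (0.360). Adjusted over the list alone, these lists had 1 member each, as did cell separation with eng1, a glucanase gene chosen after its values were seen. Adjusted over the list alone 0 members passed on the others. These were RNA elimination (median 0.13, 1 of 12 members with an unadjusted p below 0.05), RNAPII subunits (0.24, 1 of 12), meiotic transcripts removed by Mmi1 (0.18, 1 of 10), heat shock chaperones (0.01, 1 of 13), respiration (0.05, 1 of 54), flocculation (-0.11, 2 of 14), mug and meu genes (-0.10, 10 of 108) and subtelomeres (0.06, 18 of 98). No member reached an unadjusted p below 0.05 in the lists of anti-silencing (median -0.10), transcription elongation (-0.05), cleavage with polyadenylation and termination (-0.13), thiamine (-0.05), Tf2 retrotransposons (-0.17), MBF cell cycle (0.05) and histones (-0.05). All 13 Tf2 genes have near-identical copies and 5 have a Wald score, so their values cannot be assigned to single elements in either comparison. For transcription elongation (mean 0.01) and histones (mean -0.02) the median lay below 0 while the list test pointed up, and for heat shock chaperones (mean -0.09) the median lay above 0 while the test pointed down.

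The study asked whether known silencing factors differ in seb1-1. Of 26 genes on the silencing and RNAi lists, 0 passed the DESeq2 test over all genes, 0 passed adjusted over the list alone, and 0 had an unadjusted p below 0.05. The largest absolute fold change on the silencing list was that of mit1, a chromatin remodeler of the SHREC complex, at -0.28, and on the RNAi list that of arb1, an Argonaute-binding protein gene, at -0.44 in the authors' deposited table. For clr4, the histone methyltransferase gene of heterochromatin, it was -0.09 in the authors' deposited table. The 95% intervals of 25 of the 26 genes lay within a log2 fold change of 1 on either side of 0, and of 17 with the moderation undone. As lists, heterochromatin silencing (median -0.10, adjusted p 0.894) and RNAi (median -0.01, adjusted p 0.955) were not called.

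The second question was which transcripts differ between libraries labelled epe1KO_tfs1DN and epe1KO. The study sequenced RNA from a tfs1DN isolate in which a region had gained heterochromatin, and each such region was unique to its isolate. Changes particular to that isolate cannot be told apart from an effect of tfs1DN. The label epe1KO names no integrated vector, so insertion of the construct at leu1 cannot be told apart from such an effect either. The gene leu1, chosen after its value was seen, was at -0.32 (adjusted p 0.0970) in the authors' deposited table. The highest rise in the libraries labelled epe1KO_tfs1DN was of SPAC977.14c, a gene near an end of chromosome I, at a log2 fold change of 2.08 (SE 0.14, adjusted p 2.66e-49) in the authors' deposited table. It was followed by SPBC23G7.10c at 1.86, the dihydroxyacetone kinase gene dak2 at 1.71 and the alcohol dehydrogenase gene adh4 at 1.68 in the authors' deposited table. The lowest values belonged to mtd1 (SPBC1711.04), a gene of folate metabolism, at -1.68 (SE 0.14, adjusted p 1.78e-29), and its neighbours on either side, srp40 at -1.58 and emc3 at -1.44, in the authors' deposited table. By the authors' deposited table, the biotin transporter gene vht1 fell by 1.34, the ribosomal protein gene rpl4101 by 1.12 and ecl1, a gene that extends chronological lifespan, by 1.12 on the log2 scale. Its relative ecl3 rose, at 1.02, and so did the mating pheromone gene mfm1, at 1.15, in the authors' deposited table.

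At an adjusted p below 0.01, 118 genes rose and 110 fell out of 4983, which is 4.58%. Of these 228 genes, 26 were called, 15 up and 11 down, and 103 rose and 99 fell by less than 2-fold. The Wald scores in this table spread more widely than a standard normal, with a median absolute deviation scaled to 1.48, against 1.01 in the seb1-1 comparison. Scaled by that spread, 45 genes rose or fell in place of 228, and a Wald test against a log2 fold change of 1 left SPAC977.14c, SPBC23G7.10c and mtd1. SPAC977.05c and SPAC977.18, both called, have near-identical copies elsewhere in the genome, and their reads cannot be assigned with certainty.

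Stress, iron and mating genes rose as lists in the libraries labelled epe1KO_tfs1DN. Environmental stress genes rose (median log2 fold change 0.38, adjusted p 0.00017), with 6 of 17 members that rose, 1 that fell and 11 past the threshold adjusted over the list alone. In the authors' deposited table the sulfiredoxin gene srx1 was at 0.95, the glutathione S-transferase gene gst2 at 0.79 and the pyridoxal reductase gene plr1 at 0.59, while the small heat shock protein gene hsp16 was at -0.93. Iron and copper uptake genes rose (median 0.34, adjusted p 0.000466), with 4 of 14 members past the threshold over all genes and 5 adjusted over the list alone, the other being fip1. The 4 were shu1, a heme uptake gene, at 1.42, the siderophore transporter genes str3 at 0.90 and str1 at 0.51, and the copper transporter gene ctr5 at 0.45 in the authors' deposited table. Mating and nitrogen starvation genes rose (median 0.31, adjusted p 3.26e-07), 8 of 25 up and 1 down, amt2, chosen after its value was seen, and 10 adjusted over the list alone. In the authors' deposited table, map1, a regulator of mating genes, was at 0.91, the vacuolar protease gene isp6 at 0.78, mei2 at 0.76 and ste11, the master regulator of sexual differentiation, at 0.73.

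Ribosomal protein genes fell as a list (median -0.26, adjusted p 2.35e-20). Of 131 members 25 fell, 0 rose, and 43 passed adjusted over the list alone. Beside rpl4101, the authors' deposited table gives rps2502 at -0.99, rpl4102 at -0.94 and rpl29 at -0.92. Respiration genes rose (median 0.14, adjusted p 0.00489) with 2 of 54 past the threshold, over all genes and adjusted over the list alone, qcr10 at 0.61 and cox13 at 0.54 in the authors' deposited table. Subtelomeric genes were called up (median 0.04, adjusted p 0.00403), with 16 that rose and 6 that fell among 101 tested, and 31 adjusted over the list alone; 54 of the 123 listed have near-identical copies. The 16 include 4 adjacent genes on chromosome I, SPAC977.14c, SPAC977.15, dak2 and SPAC977.17. They also include shu1 and str3 of the iron and copper list, so these 2 list calls share genes. With a preset correlation of 0.05 the calls of subtelomeres (adjusted p 0.206) and respiration (adjusted p 0.157) ended, and with ranks that of subtelomeres did (adjusted p 0.0683). Over all alternatives run their adjusted p ranged from 1.48e-05 to 0.206 and from 0.000242 to 0.157.

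A further 20 lists were not called in the tfs1DN comparison, at adjusted p from 0.0917 for heat shock chaperones to 0.973, and 15 of them had no member past the threshold over all genes in the DESeq2 test. Members that moved on uncalled lists included fbp1, the fructose-1,6-bisphosphatase gene, at 0.88, agl1 at 1.09 and the glycerol-3-phosphate dehydrogenase gene gut2 at -0.65 in the authors' deposited table. They are on the hexose list (adjusted p 0.363), where 5 of 15 passed adjusted over the list alone, with ght3 and gld1. On the thiamine list (adjusted p 0.955, median -0.14, mean 0.00443, test pointing down) 1 of 8 rose, also adjusted over the list alone. That was nmt1, whose promoter drives tfs1DN in the study's construct, at 0.84 in the authors' deposited table. Flocculation (adjusted p 0.547) had pfl8 at 0.97, cbf12 at 0.60, mbx2 at 0.56 and pfl9 at -0.97 in the authors' deposited table, and 4 of 14 adjusted over the list alone. The mug and meu genes (adjusted p 0.475) had mug14, mug123 and mug33 that rose of 110, also 3 adjusted over the list alone. Pericentromere flanks (adjusted p 0.750) had 2 of 134 that rose, isp4 and toa1, and 5 that fell, with lys1, a gene of lysine synthesis, at -0.80 in the authors' deposited table. The other 4 were pdx1, gua2, ppc1 and ser1, the last 3 chosen after their values were seen, and 7 passed adjusted over the list alone.

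No member passed over all genes on the other uncalled lists in the DESeq2 test. Heat shock chaperones (median -0.15) had 3 of 13 members with an unadjusted p below 0.05, and the same count passed adjusted over the list alone, hsp78, hsp104 and mcp60. Phosphate acquisition (median 0.12, adjusted p 0.247) had 1 of 5 by both measures, pho84. These and the genes fip1, ght3 and gld1 were chosen after their values were seen. Adjusted over the list alone, 0 members passed of anti-silencing (median 0.11, 2 of 8 at an unadjusted p below 0.05), RNA elimination (0.06, 0 of 12), transcription elongation (0.13, 5 of 14), cleavage with polyadenylation and termination (-0.02, 1 of 18), RNAPII subunits (0.03, 1 of 12), ribosome biogenesis (0.08, 10 of 67) and meiotic transcripts removed by Mmi1 (0.17, 2 of 10). The same holds for Tf2 retrotransposons (0.00, 1 of 5), MBF cell cycle (0.04, 0 of 10), cell separation (-0.11, 1 of 8) and histones (0.15, 1 of 11). The non-coding RNA gene prt2 was at 0.05 in the authors' deposited table.

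**Figure D2:**
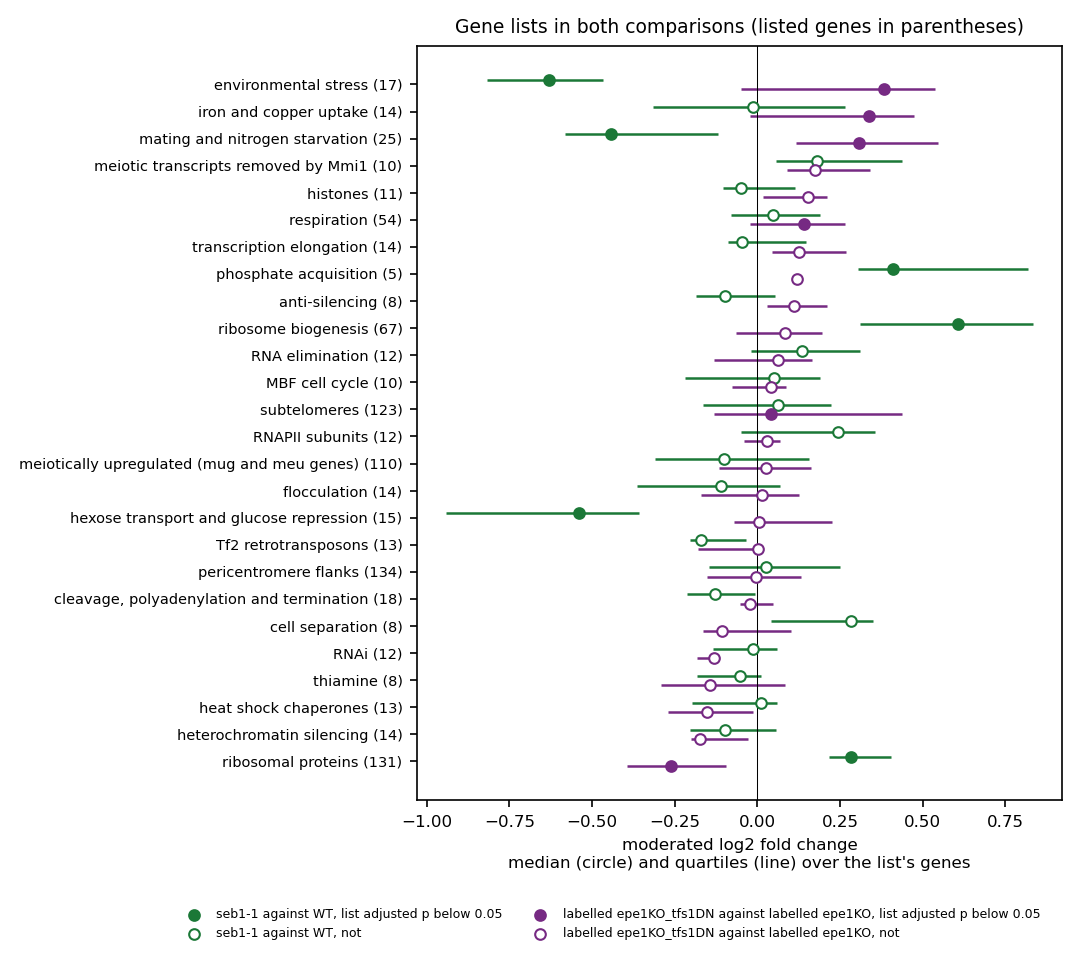
Median (circle) and quartiles (line) of the moderated log2 fold changes of each gene list in both comparisons, with filled circles for lists at an adjusted p below 0.05. Environmental stress, mating and nitrogen starvation and ribosomal protein genes are called in both and lie on opposite sides of 0.

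The study followed cta3, which encodes a cation-transporting ATPase, and its8, a gene of GPI anchor synthesis, because both lie in a region that gained heterochromatin in the sequenced tfs1DN isolate. Both fell in the libraries labelled epe1KO_tfs1DN. The log2 fold change of cta3 (SPBC839.06) was -0.88 (SE 0.16, adjusted p 7.83e-06), which is 1.84-fold lower, and that of its8 (SPBC839.08c) was -0.52 (SE 0.13, adjusted p 0.00139), 1.43-fold lower, in the authors' deposited table. The phosphatase gene ibp1, which lies between them, was at -0.10 (SE 0.14, adjusted p 0.744) in the authors' deposited table. Of the 9 genes within 5 kb of either, cta3 and its8 alone passed over all genes or adjusted over the 9. Neither was called at 2-fold; with the moderation undone cta3 was 2.12-fold lower. With the empirical null the adjusted p was 0.025 for cta3 and 0.189 for its8, which ends both at the threshold of 0.01. Over the alternatives it ranged from 7.83e-06 to 1 and from 0.00139 to 1. The upper ends come from the Wald test against a log2 fold change of 1. That test cannot pass a gene with a smaller absolute log2 fold change, so it does not bear on whether these genes fell. In seb1-1, cta3 and its8 were both at -0.15 with no call in the authors' deposited table. The mean of cta3 was 60.5 in the WT and seb1-1 pair, at percentile 6.8 of the listed genes. It was 459 in the epe1KO pair, at percentile 21.6, and the pairs were normalized separately.

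Silencing factors were compared in the same libraries. Of the 26 silencing and RNAi genes 0 passed the DESeq2 test over all genes, 0 adjusted over the list alone, and 4 had an unadjusted p below 0.05. On the silencing list rik1 had the largest absolute fold change, a subunit of the histone methyltransferase complex, at -0.38 (adjusted p 0.0932), and on the RNAi list dsh1 had it, at -0.28 (adjusted p 0.212), in the authors' deposited table. By the authors' deposited table clr4 was at -0.04. All 26 intervals lay within a log2 fold change of 1 on either side of 0, also with the moderation undone. The lists of heterochromatin silencing (median -0.17, adjusted p 0.269) and RNAi (median -0.13, adjusted p 0.269) were not called.

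Adjacent genes that moved together were counted along the chromosomes. In the tfs1DN comparison 1 run of 3 or more genes fell, emc3, mtd1 and srp40 on chromosome II, and 1 run of 4 rose, SPAC977.14c, SPAC977.15, dak2 and SPAC977.17 on chromosome I. Reassigned at random to positions, values gave as many runs in 54 of 1000 cases for falls (p 0.0549, adjusted p 0.110) and 53 of 1000 for rises (p 0.0539, adjusted p 0.110), by a permutation test. Neither passed 0.05. In the annotation of ASM294v3, emc3 is the next listed gene after mat3-Mc, in the silent mating-type region, which is listed at 0. Beyond srp40, the genes rpl401 at -0.43 (adjusted p 0.0121) and tam9 at -0.50 (adjusted p 0.0123), chosen after their values were seen, did not pass in the authors' deposited table. In seb1-1 there were 0 such runs, as in each of the 1000 reassignments, so its 24 changed genes are too few for the count to tell anything. In that comparison emc3, mtd1 and srp40 were at 0.11, 0.23 and 0.73 with no call in the authors' deposited table. Counted from 2 adjacent genes up, 6 runs fell (permutation p 0.025, adjusted p 0.05) and 8 rose (permutation p 0.003, adjusted p 0.012) in the tfs1DN comparison.

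**Figure D3:**
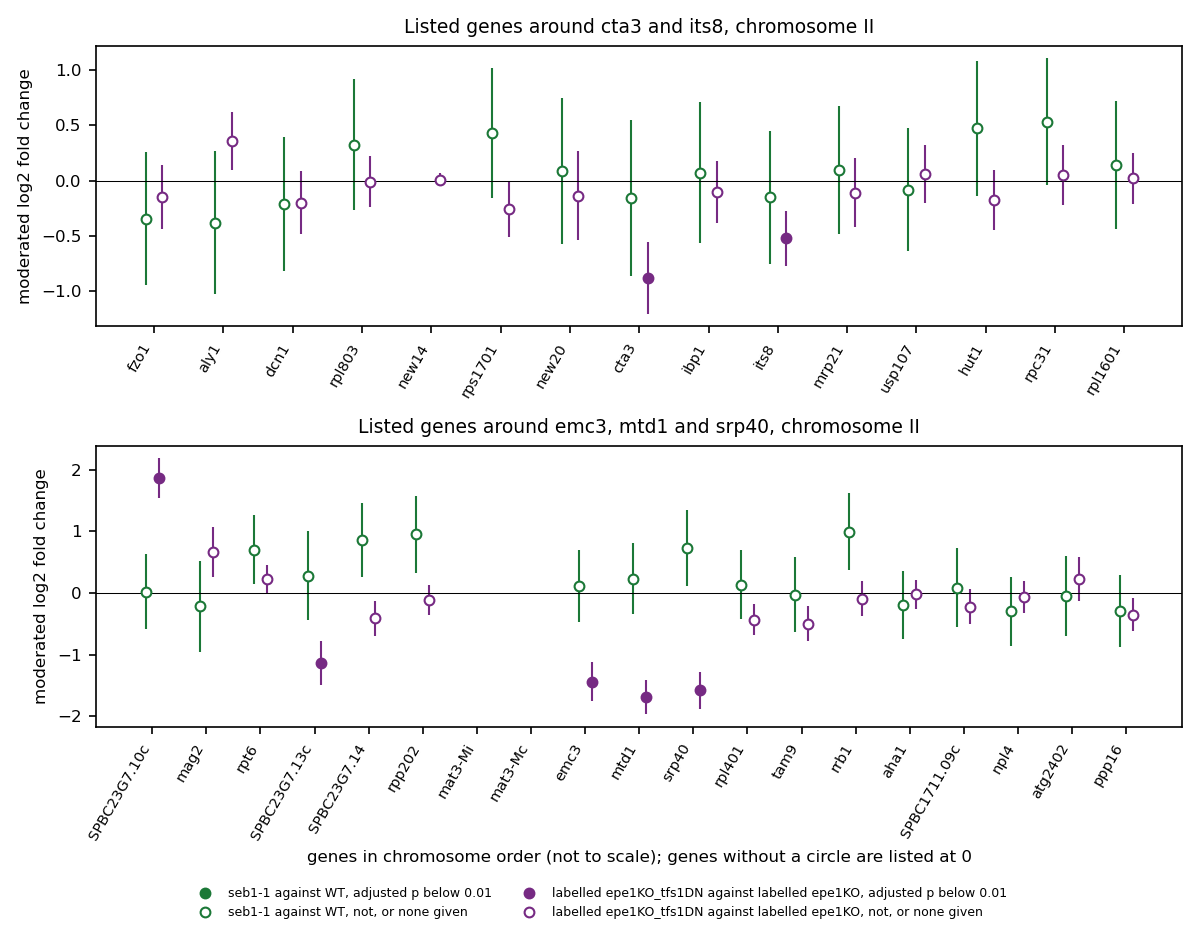
Moderated log2 fold changes with 95% intervals of listed genes in chromosome order around cta3 and its8 (top) and around emc3, mtd1 and srp40 (bottom), with filled circles at an adjusted p below 0.01. In the comparison of libraries labelled epe1KO_tfs1DN and epe1KO, cta3 lies at -0.88 and its8 at -0.52, and emc3, mtd1 and srp40 lie between -1.68 and -1.44.

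The 2 comparisons, which share no library, were set against each other. The genes agl1, pdc201, mei2 and SPAPB24D3.07c fell in seb1-1 and rose in the libraries labelled epe1KO_tfs1DN, where 0.339 such genes were expected by chance (hypergeometric p 0.000279, adjusted p 0.00224 over 8 overlaps). Of these agl1 alone was called in both, and that overlap of called genes did not pass 0.05 (0.0394 expected, hypergeometric p 0.0387, adjusted p 0.155). No gene was shared in the other combinations of direction. These overlaps were counted at the deposited adjusted p, and the test treats genes as independent draws. With the empirical null, the genes that rose or fell in the tfs1DN comparison went from 228 to 45. The call of mei2 in seb1-1 ended with the empirical null and when recentred on the median gene. The lists of environmental stress, mating and nitrogen starvation, and ribosomal proteins were called in both comparisons, 3 of 3 in opposite directions. Genes of these lists may vary together, so the 3 lists are not 3 independent observations. Across 5069 genes, which are not independent replicates, Pearson's r of the log2 fold changes was -0.134 (bootstrap interval -0.163 to -0.102) and Spearman's rho was -0.142. Without ribosomal protein genes r was -0.111.

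Long and short genes were compared because Seb1 and TFIIS act during elongation and termination. Across genes, Spearman's rho of the log2 fold change with annotated transcript length was -0.276 (interval -0.303 to -0.251) in the seb1-1 comparison and -0.0882 (-0.114 to -0.0642) in the tfs1DN comparison. With genes of a mean of at least 100 parted by transcript length into 4 groups of like size, the median log2 fold change in seb1-1 was 0.13 in the group with the shortest and -0.12 in that with the longest. Leaving out ribosomal protein genes, which are short, these medians were 0.09 and -0.12. In the tfs1DN comparison the medians of the 4 groups, from the shortest to the longest, were -0.01, 0.06, 0.02 and -0.06, and 0.02, 0.06, 0.01 and -0.06 without ribosomal protein genes, so the group with the shortest genes was not the highest. With the mean count, rho was -0.0750 (-0.103 to -0.0441) in seb1-1 and -0.0150 (-0.0404 to 0.0139) in the tfs1DN comparison, where the interval includes 0. These intervals come from resampling genes and hold nothing of the spread between the libraries of a group. In these trends a difference between single libraries therefore cannot be told apart from an effect of the alleles.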

Values the study reported

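The study reported that 2 of the 3 genes in the ectopic heterochromatic region of the sequenced isolate, cta3 and its8, decreased at P < 0.01. It described such regions in 5 of 13 isolates that combined a deletion of epe1 with tfs1DN. It also reported that 13% of the tfs1 transcripts came from the dominant-negative allele and 87% from the wild-type allele in the presence of thiamine.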

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

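The approximate removal of the moderation and the list tests without ribosomal protein genes or ght5 were chosen after the results were seen. No paired analysis was possible because the tables hold no values per library, and for the same reason the replicate block, leaving out each replicate and TMM against size factors were not run. In the seb1-1 comparison the 24 called genes became 59 at an adjusted p below 0.05, 79 at 0.1, 101 at an unadjusted p below 0.01 and 0 in a Wald test against a log2 fold change of 1. In the tfs1DN comparison the 26 became 228 with no fold threshold, 134 at 1.5-fold, 3 in the Wald test against 1 and 63 with the moderation undone. Its count at any fold went from 228 to 45 with the empirical null. These counts follow from the thresholds and the scale used. For cta3 and its8 the adjusted p ranged from 7.83e-06 to 1 and from 0.00139 to 1. It was 0.025 and 0.189 with the empirical null and 1 and 1 in the Wald test against 1. The latter cannot pass a gene with an absolute log2 fold change below 1, so for cta3 and its8 it decides nothing. Runs of adjacent genes numbered 6 that fell and 8 that rose counted from 2 genes up, and 2 that fell and 3 that rose at an adjusted p below 0.05. The calls of both comparisons number 50, with agl1 called in each. Of these calls, 44 stayed with the empirical null, 47 recentred on the median gene and 45 at a minimum mean of 100. The other 6, 3 and 5 did not. Of 52 list tests, 2 calls ended with a correlation of 0.05 (adjusted p 0.206 and 0.157) and 1 with ranks (adjusted p 0.0683), and no call reversed. The silencing factors past the threshold stayed at 0 with the empirical null, recentred and at an adjusted p below 0.05, the alternatives run for them; the lowest adjusted p was 0.0932, of rik1 in the tfs1DN comparison. The relation of the comparisons and the trends kept their direction. In seb1-1, where the SE were larger, 0% of simulated log2 fold changes of 0.5 passed the adjusted p at any fold, against 18% in the tfs1DN comparison. The cause of the larger SE was not tested.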

Other observations

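The tests of the 3-gene run by the size of the fall, by the share left and by subtelomeric genes, and both tests of the epe1 labels, were chosen after the results were seen. Pairs of adjacent genes also rose in the tfs1DN comparison, and those given here were chosen after their values were seen. The heme uptake gene shu1 and the siderophore transporter gene str3 are neighbours on chromosome I and rose, at 1.42 and 0.90 in the authors' deposited table. On chromosome III, osr1 and its neighbour SPCC663.08c rose, at 1.47 and 1.35 in the authors' deposited table. The pheromone gene mfm1 and npc2 were another such pair, at 1.15 and 0.61 in the authors' deposited table. Across the mat3 genes from emc3, SPBC23G7.13c fell, at -1.14, and SPBC23G7.10c rose, at 1.86 in the authors' deposited table. Further out rga7 rose, at 0.58 (adjusted p 0.00676). Between them mag2, at 0.66 (adjusted p 0.0236), and SPBC23G7.14, at -0.41 (adjusted p 0.0489), did not pass in the authors' deposited table. These 3 genes were chosen after their values were seen. Rises and falls are thus mixed on that side.

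The adjacent genes emc3, mtd1 and srp40 fell together in the libraries labelled epe1KO_tfs1DN, with a mean log2 fold change of -1.57. By the number of runs chance stays open, since 54 of 1000 random reassignments gave as many, while by the size of the fall 0 of 1000 held 3 adjacent genes as low, the lowest at -1.17. Against a loss of the genes stands a lowest share left of 26.2% with the moderation undone, and against reads shared with copies that 0 of the 3 genes have a near-identical copy. A wider gain of silencing stays open: among subtelomeric genes 16 rose and 6 fell (11 and 6 without genes that have copies), and in the pericentromere flanks 2 rose and 5 fell. Those 7 are 5.22% of the 134 flank genes, near the 4.58% among all genes, and the list was not called (cameraPR adjusted p 0.750). The flanks therefore decide nothing. Whether silent chromatin reaches out of the mating-type region was not tested, as that needs maps of the heterochromatin mark in the same isolate, not used here.

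Ribosomal protein genes had medians of 0.285 in seb1-1 and -0.261 in the libraries labelled epe1KO_tfs1DN. Against transcript length as the whole cause stand lists of other genes matched on length, with medians of 0.0833 and -0.00907, and against expression level lists matched on mean count, with medians of -0.00456 and -0.0890. Matched on both, the medians were 0.0865 and -0.117, and 0 of 10000 lists lay as far from 0 as the ribosomal protein genes in any of the 6 tests. Each list was drawn from the 50 nearest other genes, and how near these lay was not measured. Only 344 genes in the seb1-1 comparison and 303 in the tfs1DN comparison have a mean of 10000 or more. Matches on length and level at once may therefore be loose, which limits what these lists can exclude. The median of all genes in the tfs1DN comparison, -0.00029, was meant to test a shift of scaling but decides nothing, since scaling by size factors puts the typical gene near 0, so the direction of these genes is relative to the other genes. An effect of the alleles and a difference in growth between the cultures at harvest stay open, and neither was tested here.

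The gene epe1 was counted like an intact gene in the libraries labelled epe1KO and epe1KO_tfs1DN. A full deletion in 1 group with an intact gene in the other is argued against by its log2 fold change of -0.0627 (interval -0.36 to 0.23). Libraries with an intact epe1 in both groups and an allele that leaves a transcribed part cannot be told apart from its mean at percentile 37.1, because the extent of the deletion and the reads along the gene are not given in the sources used here. With such an allele a wrong label in 1 group need not move the count, so that stays open too.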
